# Methylation-directed glycosylation of chromatin factors represses retrotransposon promoters

**DOI:** 10.1073/pnas.1912074117

**Published:** 2020-06-10

**Authors:** Mathieu Boulard, Sofia Rucli, John R. Edwards, Timothy H. Bestor

**Keywords:** DNA methylation, protein *O*-glycosylation, gene silencing

## Abstract

The mechanisms by which methylated mammalian promoters are transcriptionally silenced even in the presence of all of the factors required for their expression have long been a major unresolved issue in the field of epigenetics. Repression requires the assembly of a methylation-dependent silencing complex that contains the TRIM28 protein (also known as KAP1 and TIF1β), a scaffolding protein without intrinsic repressive or DNA-binding properties. The identity of the key effector within this complex that represses transcription is unknown. We developed a methylation-sensitized interaction screen which revealed that TRIM28 was complexed with *O-*linked β-*N*-acetylglucosamine transferase (OGT) only in cells that had normal genomic methylation patterns. OGT is the only glycosyltransferase that modifies cytoplasmic and nuclear protein by transfer of *N*-acetylglucosamine (*O*-GlcNAc) to serine and threonine hydroxyls. Whole-genome analysis showed that *O-*glycosylated proteins and TRIM28 were specifically bound to promoters of active retrotransposons and to imprinting control regions, the two major regulatory sequences controlled by DNA methylation. Furthermore, genome-wide loss of DNA methylation caused a loss of *O-*GlcNAc from multiple transcriptional repressor proteins associated with TRIM28. A newly developed Cas9-based editing method for targeted removal of *O-*GlcNAc was directed against retrotransposon promoters. Local chromatin de-GlcNAcylation specifically reactivated the expression of the targeted retrotransposon family without loss of DNA methylation. These data revealed that *O*-linked glycosylation of chromatin factors is essential for the transcriptional repression of methylated retrotransposons.

## Significance

Methylated mammalian promoters are transcriptionally silenced by nuclear factors, but the identity of these factors and the molecular mechanism of methylation-induced repression have long been elusive. We show here that methylated promoters recruit *O*-linked β-*N*-acetylglucosaminetransferase (OGT), which monoglycosylates multiple chromatin factors at serine and threonine hydroxyls. This modification both antagonizes protein phosphorylation at those hydroxyls and induces structural transitions in multiple chromatin factors that modify or enhance their repressive activities so as to consolidate the repressed state.

It has been known for many years that the methylation of mammalian promoters induces heritable transcriptional repression (1–3). Genome-wide demethylation reactivates expression of silenced retrotransposons (4) and causes the biallelic expression of imprinted genes (5), which are normally expressed from only the allele of maternal or paternal origin. After introduction into cells, artificially methylated Pol II-dependent promoters are actively transcribed for a brief period prior to heritable silencing (6, 7). This indicates that recruitment of methylation-dependent repressive factors rather than a direct effect of cytosine methylation on the transcriptional machinery is responsible for silencing.

Biochemical studies identified proteins that bind to methylated DNA in vitro and had the properties expected of methylation-dependent transcriptional repressors. However, ablation of the genes that encode MeCP2 and other methylation-dependent DNA-binding proteins singly or in combination did not reactivate methylated promoters in vivo (8). Ablation of methylated DNA-binding proteins produces phenotypes that are much less severe than the phenotypes caused by deletions of DNA methyltransferase genes (9).

The components of the methylation-dependent repressive complex and the actual mechanisms that repress transcription are not known. The repression of methylated retrotransposon promoters requires the TRIM28 protein (also known as KAP1 and TIF1β) (10), as does the methylation-dependent monoallelic expression of imprinted genes (11), but TRIM28 is a structural factor that does not bind to DNA and lacks repressor activity (12, 13). We developed a combined genetic and biochemical screen to identify factors that interact with TRIM28 in a methylation-dependent manner. The only such factor that was strongly enriched in this screen was *O-*linked β-*N*-acetylglucosamine transferase (OGT), the sole protein glycosyltransferase that is active in the nucleus and cytoplasm. OGT has important regulatory functions in multiple pathways (14), but had not previously been directly related to DNA methylation. Whole-genome analysis showed that TRIM28 and proteins modified by OGT colocalize at transposon promoters and at imprinting control regions. In the absence of DNA methylation, multiple proteins with key roles in gene silencing failed to undergo modification by OGT. Targeted protein deglycosylation by a novel editing method reactivated the transcription of methylated retrotransposon promoters. These data show that *O*-glycosylation is an essential component of the system that represses methylated promoters.

## Results

### Ablation of TRIM28 Phenocopies Mutations that Cause Genome-Wide Demethylation.

Homozygosity for a strongly hypomorphic allele of *Trim28* in mouse embryos does not cause appreciable demethylation of DNA (*SI Appendix*, Fig. S1 *A* and *B*) but phenocopies the reactivation of intracisternal A-type particles (IAP) retrotransposons induced by genome-wide demethylation (4), as had been previously reported for a null allele of *Trim28* (10). As in the case of reactivated IAP retrotransposons, biallelic expression of imprinted genes caused by the hypomorphic *Trim28* mutation (11) did not involve significant demethylation of imprinting control regions (*SI Appendix*, Fig. S2). These data identify TRIM28 as an essential mediator of methylation-dependent silencing of transposons and methylation-dependent monoallelic expression of imprinted genes. However, TRIM28 does not bind to DNA directly nor does it possess intrinsic repressive activity and cannot be the ultimate effector protein that represses methylated promoters (12, 13). Demethylation did not cause dissociation of TRIM28 from IAP retrotransposon sequences (*SI Appendix*, Fig. S3), which implicates an unknown factor in the repression of methylated promoters.

### Methylation-Dependent Association of OGT with the TRIM28 Complex.

We developed a screen in which the composition of TRIM28 complexes in demethylated *Dnmt1*^*−/−*^ cells was compared to that of *Dnmt1*^*+/+*^ cells that had normal genomic methylation patterns. The only protein that showed a strong methylation-dependent association with TRIM28 was OGT (Fig. 1 *A* and *B* and *SI Appendix*, Table S1). OGT showed a methylation-dependent association with TRIM28 that was >2-fold greater than any other protein. This result was unexpected, as there had been no prior connection between DNA methylation and protein glycosylation (Fig. 1*C* and ref. 14).

**Fig. 1.**
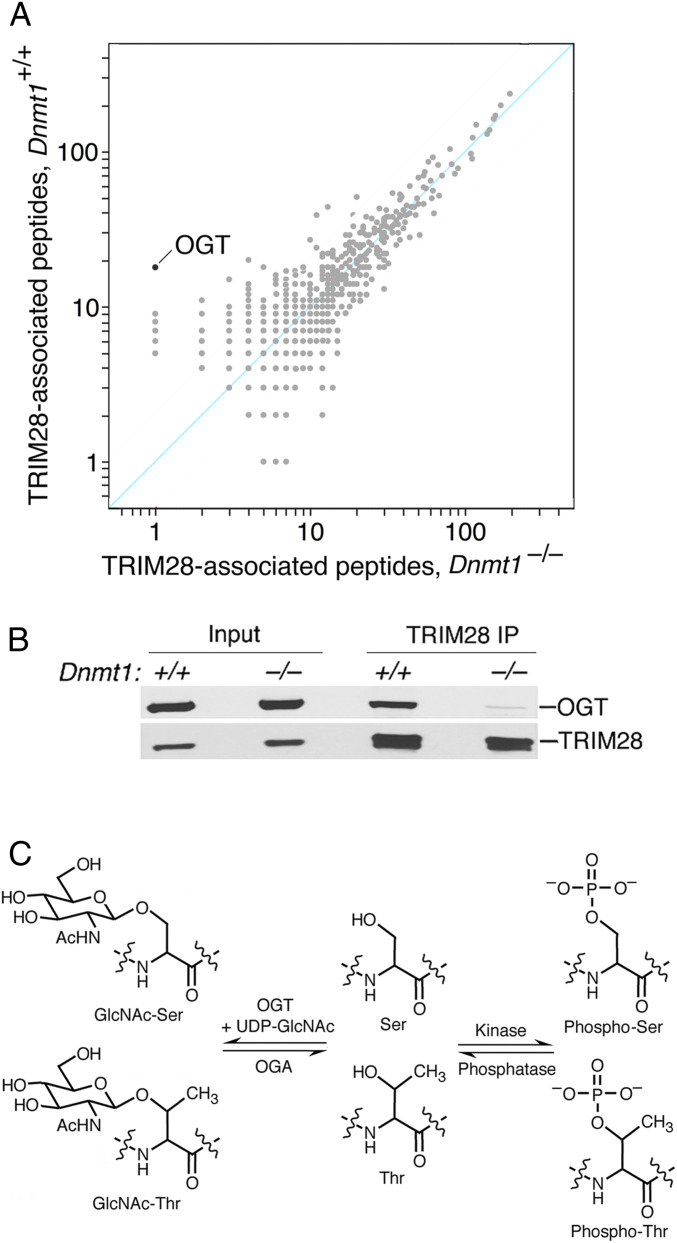
Identification of proteins in methylation-dependent TRIM28 complexes. (*A*) Native TRIM28 complexes were immunopurified from nuclear lysates of wild-type (*Dnmt1*^*+/+*^) and *Dnmt1*^*−/−*^ ES cells. Mass spectrometry analysis identified OGT as the protein most strongly dependent on DNA methylation for interaction with TRIM28. All proteins represented by three or more peptides are shown. A pseudocount of 1 was added to all peptide counts to allow for representation on the log plot shown. (*B*) Confirmation by immunoblot of the methylation-dependent association of OGT with TRIM28 complexes. (*C*) Reversible *O-*GlcNAcylation of serine and threonine by OGT and OGA at (*Left*) phosphorylation and (*Right*) dephosphorylation.

### TRIM28 and *O-*GlcNAcylated Proteins Cooccupy Methylated Regulatory Sequences.

Whole-genome chromatin immunoprecipitation followed by DNA sequencing (ChIP-seq) using an antibody against *O-*GlcNAc revealed that long terminal repeats (LTRs) of IAP retrotransposons (the most actively proliferating retrotransposon in the mouse genome (15)) are densely occupied by *O-*GlcNAcylated proteins (Fig. 2*A*). Comparison of the ChIP-seq profiles of *O-*GlcNAc and TRIM28 showed that LTRs are cooccupied by TRIM28 and *O-*GlcNAcylated proteins (Fig. 2*B*). In contrast, DNA transposons that are incapable of transcription are not bound by *O-*GlcNAcylated proteins (Fig. 2*B*). While both LTRs have similar or identical sequences, the 5′ LTRs that contain the promoter are more densely *O-*GlcNAcylated (Fig. 2*A*). All tested subfamilies of IAP retrotransposons were enriched in both TRIM28 and *O-*GlcNAc (Fig. 2*B*).

**Fig. 2.**
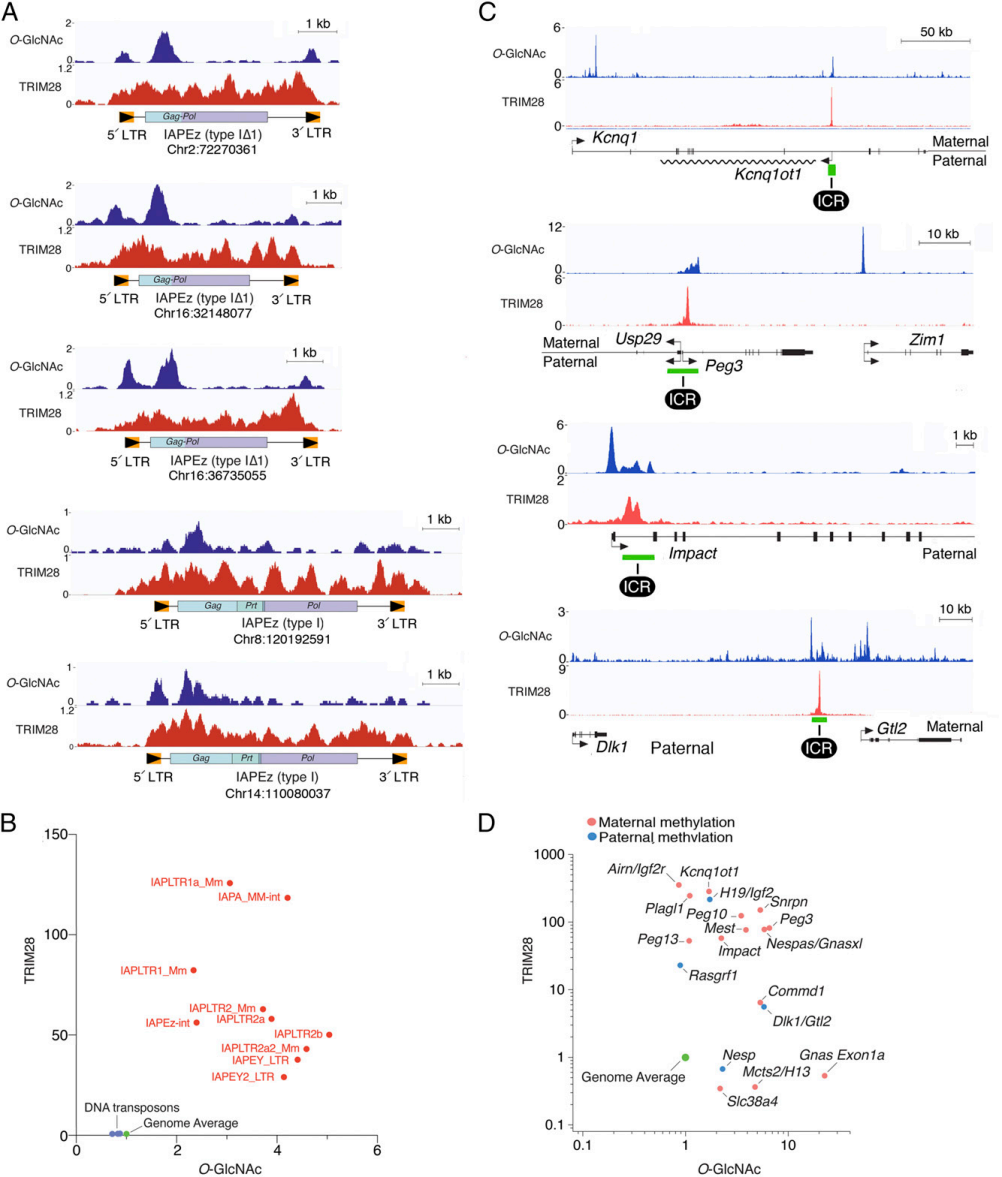
Methylated retrotransposon promoters and imprinting control regions are bound by TRIM28 and *O*-GlcNAcylated proteins. (*A*) Representative ChIP-seq data showing colocalization of *O*-GlcNAc and TRIM28 at IAPEz retrotransposons. The 5′ LTRs that contain the U3 promoter region and the Gag region are cooccupied by *O*-GlcNAcylated proteins and TRIM28. Type I is a 7-kb full-length element containing three ORFs (e.g., *Gag*, *Prt*, and *Pol*); type I∆1 has a deletion of *Prt* and part of *Gag*, resulting in a single ORF that encodes a novel GAG-POL fusion protein. IAPEz type I∆1 is the most highly reactivated subtype after removal of *O*-GlcNAc at LTRs (Fig. 4*E*). Similar strong reactivation of IAPEz I∆1 is observed in both *Dnmt1*^*−/−*^ and *Trim28*^*−/−*^ cells (*SI Appendix*, Fig. S1*B*). (*B*) TRIM28 and *O*-GlcNAc cooccupy all subtypes of LTRs. In contrast, DNA transposons, which are inactive in the mouse genome, are not occupied by TRIM28 or *O*-GlcNAcylated proteins. ChIP-seq signal of *O*-GlcNAc corresponds to the ratio of the mean of ChIP triplicates to the mean of input duplicates. ChIP-seq signal of TRIM28 is the ratio of the mean of ChIP duplicate to IgG control. Transposon subfamilies were categorized according to RepeatMasker annotation. (*C*) Genome browser views of ChIP-seq data showing cooccupancy of TRIM28 and *O*-GlcNAc at the indicated ICRs. The *Kcnq1ot1*, *Peg3*, and *Impact* ICRs are maternally methylated; *Dlk1/Gtl2* ICR (also known as IG-DMR) is paternally methylated. (*D*) TRIM28 and *O*-GlcNAcylated proteins are bound to all ICRs. ChIP-seq signals are the same as in *B*. ICR sequences were from ref. 46; TRIM28 ChIP-seq data were from ref. 45.

Imprinting control regions (ICRs), which depend on DNA methylation for allele-specific expression (5), were inspected for occupancy by TRIM28 and *O-*GlcNAc. As shown in Fig. 2*C*, major ICRs recruited peaks of both TRIM28 and *O-*GlcNAc. All ICRs tested were enriched in either TRIM28 or *O-*GlcNAcylated proteins; the large majority was enriched in both (Fig. 2*D*).

### Genome Demethylation Causes Loss of *O-*GlcNAc from Proteins Complexed with TRIM28.

Proteins subject to methylation-dependent *O-*GlcNAcylation were isolated from nuclear extracts of *Dnmt1*^*−/−*^ and *Dnmt1*^*+/+*^ ES cells by immunoprecipitation with antibodies to TRIM28 followed by collection by the GlcNAc-specific lectin Wheat Germ Agglutinin (WGA) and identification by mass spectrometry. As shown in Fig. 3*A*, genome demethylation in *Dnmt1*^*−/−*^ ES cells caused a loss of *O-*GlcNAc from multiple proteins complexed with TRIM28. The proteins showing the greatest degree of methylation-dependent *O-*GlcNAcylation are shown in Fig. 3*B* and *SI Appendix*, Table S2.

**Fig. 3.**
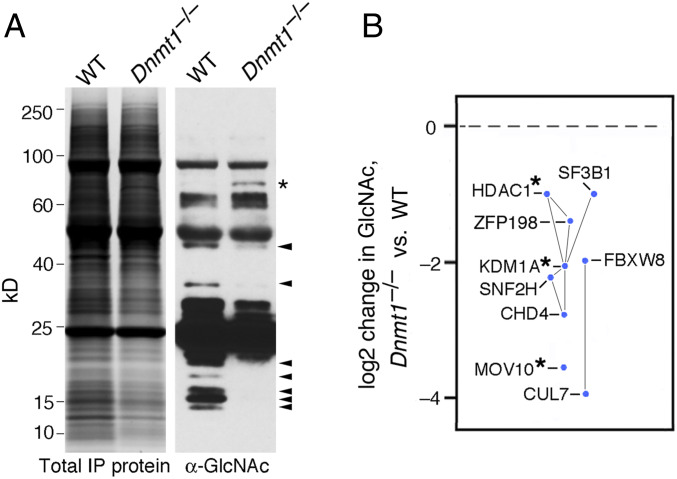
Methylation-dependent *O*-GlcNAcylation of protein associated with TRIM28. (*A*) Methylation-dependent *O*-GlcNAcylation of TRIM28-associated proteins. Nuclear extracts from wild-type (WT) and *Dnmt1*^*−/−*^ ES cells were subjected to native immunoprecipitation with anti-TRIM28 antibodies and analyzed by immunoblotting with anti-GlcNAc antibodies. Arrows at right indicate multiple proteins that are *O*-GlcNAcylated only in cells with methylated genomes. (*B*) Identification of TRIM28 interactors with methylation-dependent *O*-GlcNAcylation. Sequential immunoprecipitation with anti-TRIM28 and collection of *O*-GlcNAcylated proteins on WGA beads followed by analysis by mass spectrometry was used to identify proteins associated with TRIM28 in a DNA methylation-dependent manner. Each of the proteins shown was represented by >6 unique peptides and was depleted by >2-fold in *Dnmt1*^*−/−*^ cells. Connecting lines indicate reported interactions among the proteins identified. Proteins that have previously been implicated in the repression or restriction of retrotransposons or retroviruses (see text) are marked with asterisks. *x* axis is dimensionless.

Multiple factors with known roles in transcriptional repression were found to undergo methylation-dependent *O-*GlcNAcylation. Many of these proteins had been previously reported to interact with each other directly or indirectly (Fig. 3*B*). TRIM28 assembles into a multiprotein complex containing HDAC1 and KDM1A (16), and ZFP198 stabilizes the repressive KDM1A-CoREST-HDAC1 complex on chromatin (17). The TRIM28-HDAC1-KDM1A complex has been reported to interact with CHD4 and SNF2H (18), and SF3B1 is a member of the SNF2H-WSTF silencing complex and a key mediator of Polycomb-dependent *Hox* gene repression (19), which is itself dependent on *O-*GlcNAcylation (20).

Each of the proteins subject to DNA methylation-dependent *O-*GlcNAcylation is involved in gene-silencing pathways. HDAC1 and KDM1A have been reported to repress retrotransposon transcription (16, 21), and MOV10 restricts LINE-1 retrotransposition (22). SNF2H and HDAC1 are required for the maintenance of silent chromatin (23). The CHD4-HDAC1 complex (also known as the NuRD complex) has nucleosome remodeling and histone deacetylase activity (24), and *O-*GlcNAcylation of HDAC1 stimulates its histone deacetylase activity and augments transcriptional silencing (25). Recessive mutations in the CUL7 gene, whose product is complexed with FBXW8, causes greatly reduced expression of the imprinted IGF2 gene and increased expression of H19 in human 3M syndrome type 1 without loss of allele-specific DNA methylation, which indicates that CUL7 is involved in the methylation-dependent imprinted expression of *H19* and *IGF2* (26, 27).

We confirmed that HDAC1, SNF2H, CHD4, ZFP198, and SF3B1 bear *O-*GlcNAc in ES cells and also found that 12 other proteins involved in transcriptional regulation were subject to *O-*GlcNAcylation (*SI Appendix*, Fig. S4). All DNA methyltransferases and all tested histones and histone variants were also *O-*GlcNAcylated. TRIM28 itself was the only silencing factor found to lack detectable *O-*GlcNAc. The number of factors subject to *O-*GlcNAcylation was larger than expected; GlcNAcylation has important roles in the regulation of transcription (28) but has received much less attention than posttranslational modifications such as acetylation, methylation, phosphorylation, or ubiquitylation.

### Targeted deGlcNAcylation Reactivates Methylated Transposable Elements.

To test whether *O-*GlcNAcylation is required for methylation-dependent transcriptional repression, a new experimental approach was required, as genetic ablation of *Ogt* causes cell lethality (29). We therefore developed a new method to selectively deGlcNAcylate proteins bound to IAP retrotransposon promoters, which are Pol II-dependent promoters that are repressed by DNA methylation (4) but are not required for cell viability. We targeted the very well-characterized prokaryotic *O-*GlcNAc hydrolase (OGA BtGH84) from *Bacteroides thetaiotamicron* (30) to LTRs of endogenous IAP retrotransposons. A Cas9 expression vector was produced in which both Cas9 endonuclease domains had been inactivated by point mutations to produce a catalytically dead Cas9 (dCas9) that retained single guide RNA (sgRNA)-dependent DNA binding. An embryonic stem (ES) cell line was engineered to conditionally express a chimeric protein consisting of *B. thetaiotamicron* OGA fused to dCas9, together with four sgRNAs directed against the U3 promoter region of IAP retrotransposons (Fig. 4 *A* and *B*). The same fusion protein that contained a D242A mutant form of OGA that is unable to bind or hydrolyze *O-*GlcNAc (30) served as a control. 

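RNA of ES cells that expressed dCas9-OGA and of ES cells that expressed dCas9-OGA D242A was sequenced in 1 library each after induction with 1 µg/mL doxycycline for 48 h. Both populations derive from AinV15, an ES cell line built for the exchange of a doxycycline-inducible cassette. The authors deposited the reads counted on each Ensembl gene and on each RepeatMasker subfamily, without normalization, together with 1 library of WT and 1 library of Dnmt1−/− ES cells that are not tied to any of the 3 replicates of those cells. The paper describes the removal of reads on rRNA and mRNA before repeats were counted, but rRNA counts remain among those deposited. The counts on genes came to 24955180 for dCas9-OGA, 24828078 for dCas9-OGA D242A, 25097983 for WT and 18693531 for Dnmt1−/−. The counts on transposon subfamilies came to 1046483, 691207, 620242 and 527260 in the same order. One row of the repeat table holds rRNA and took between 32.2% and 48.2% of its counts, so it was left out of every total. Repeat counts were divided by the total gene counts of the library, scaled with edgeR's TMM factors (between 0.980 and 1.01), and are given as cpm. The 4 conditions have 1 library each, so no difference between them has a replicate check and no p-value is given. The 95% intervals (Wilson method) cover counting error only.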

As shown in Fig. 4*C*, both the dCas9-OGA and dCas9-OGA^D242A^ fusion proteins were stable and expressed at very similar levels.

**Fig. 4.**
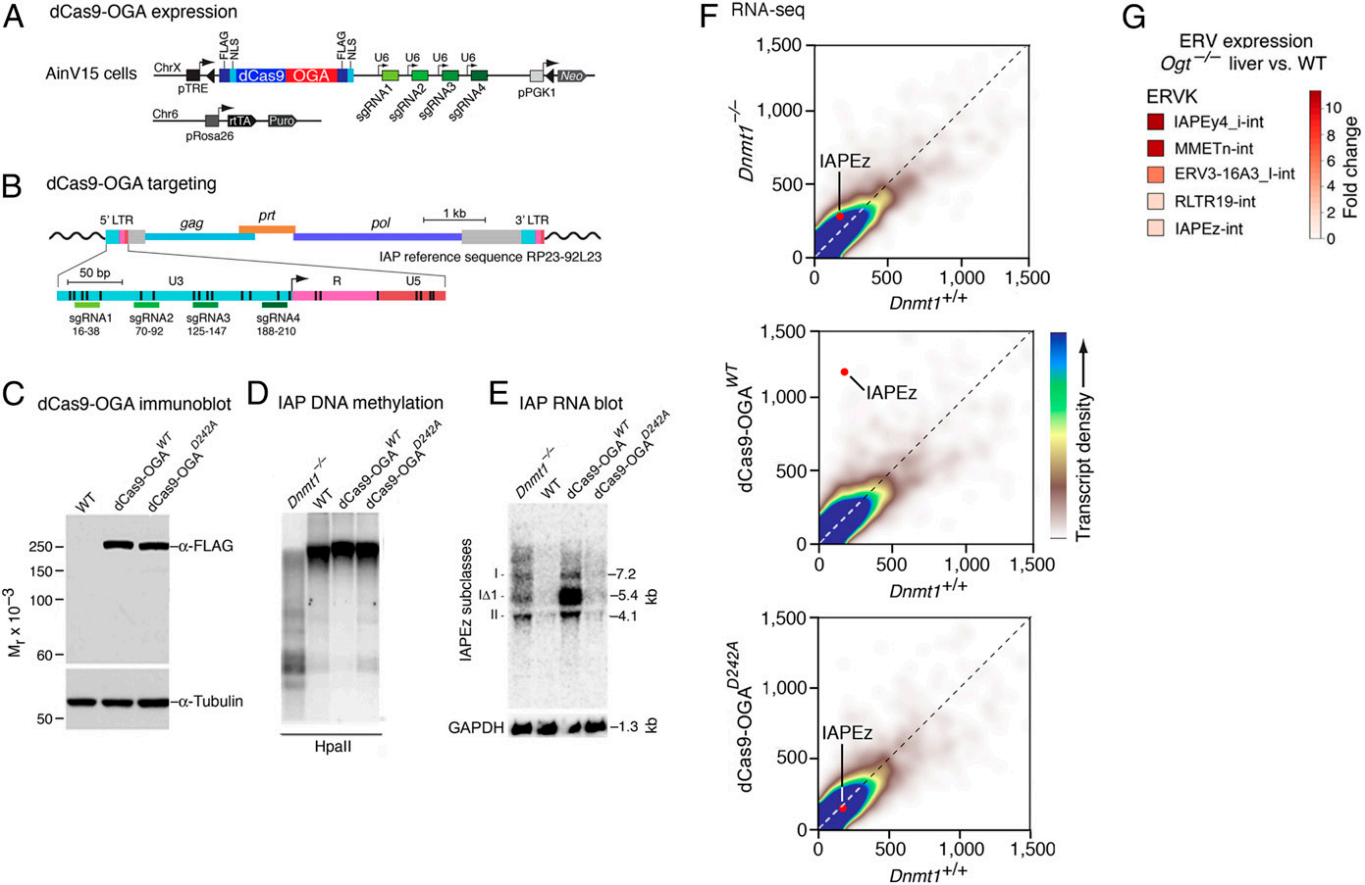
Reactivation of methylated promoters after targeted deGlcNAcylation. (*A*) An ES cell line was modified to express a dCas9-OGA fusion protein and four sgRNAs complementary to the U3 promoter region of IAP retrotransposons of the abundant IAPEz family. dCas9 from *Streptococcus pyogenes* had the RuvC endonuclease domain inactivated by a D10A substitution, and the HNH domain was inactivated by H839A and N863 substitutions. The coding region of the *Bacteroides* OGA gene (BtGH84) was synthesized and optimized for mammalian codon usage. The dCas9-OGA fusion protein was flanked by SV40 nuclear localization signals and by FLAG epitopes. The inducible cassette exchange system Plox-AinV15 was used to integrate the cDNA coding dCas9-OGA downstream of a Tet-On inducible promoter (pTRE). Tet-On regulation was provided via rtTA in *trans*. (*B*) sgRNA targets mapped to the IAP U3 promoter region. Dark vertical bars indicate position of CpG dinucleotides. (*C*) Immunoblot analysis of doxycycline-induced dCas9-OGA and dCas9-OGAD242A proteins shows equal expression of each stable fusion protein. (*D*) Expression of the dCas9-OGA and dCas9-OGA^D242A^ proteins as in *C* did not cause detectable demethylation of IAP proviral DNA, as determined by DNA blot hybridization after cleavage with the methylation-sensitive restriction endonuclease HpaII. (*E*) RNA blot hybridization shows that targeting of dCas9-OGA protein to IAP U3 regions induces strong reactivation of IAP transcription; the inactive dCas9-OGA^D242A^ mutant had no effect. (*F*) RNA-seq analysis confirms reactivation of IAP transcription by demethylation and by dCas9-OGA. RNA-seq read counts were >29,700,000 per sample. Axes are labeled in counts per million. (*G*) Reanalysis of RNA-seq data after liver-specific deletion of *Ogt* (32) shows strong reactivation of major ERVK transposons prior to death of the mutant cells by necrosis.

The dCas9-OGA or dCas9-OGA^D242A^ fusion protein did not demethylate IAP proviral DNA (Fig. 4*D*), but the dCas9-OGA fusion protein induced a dramatic reactivation of IAP transcription (Fig. 4*E*). This strong release from silencing was specific to the subclass of IAP elements targeted (IAPEz) as other types of LTR transposons and non-LTR transposons remained repressed (*SI Appendix*, Fig. S5). 

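Transposon subfamilies with at least 100 counts summed over the dCas9-OGA and dCas9-OGA D242A libraries were compared on the log2(cpm + 0.5) scale. Of these 534 subfamilies, 28 were at least 2-fold higher and 2 at least 2-fold lower in dCas9-OGA. All 28 were LTR subfamilies, of which 3 were IAP subfamilies and 25 were not. None of the 105 LINE, 34 SINE and 50 DNA transposon subfamilies was 2-fold higher. The median subfamily was higher by 0.30 on the log2 scale, and relative to that shift 19 subfamilies were 2-fold higher and 6 were 2-fold lower. The number of higher subfamilies moved most with a pseudocount of 5 cpm, to 14. RLTR1B-int had the largest log2 ratio, at 2.23, ahead of IAPEz-int, but against WT its log2 ratio was 0.80. MMETn-int, an LTR element of the ERVK class outside the IAP group, rose from 2889 to 8842 cpm, a log2 ratio of 1.61, or 1.31 relative to the median subfamily. ETnERV-int rose from 795 to 2311 cpm, a log2 ratio of 1.54. Under the total of repeat counts, the scaling that gave the lowest value, the log2 ratios of MMETn-int and ETnERV-int were 1.08 and 1.01. RepeatMasker subfamilies share sequence, and bowtie2 with the default reporting the paper used gives 1 position per read, chosen among equally good ones, so part of these counts may belong to other subfamilies. IAPLTR1_Mm, the LTR that flanks IAPEz-int, had a log2 ratio of 1.68. B2_Mm1a, a SINE, had a log2 ratio of −0.98. Against WT, 74 of 518 subfamilies were at least 2-fold higher and 5 at least 2-fold lower in dCas9-OGA, but the median subfamily was then higher by 0.60, and relative to it 10 were 2-fold higher and 24 were 2-fold lower. Of the subfamilies 2-fold higher against both dCas9-OGA D242A and WT, 3 were IAP and 13 were other LTR subfamilies.

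**Figure D1:**
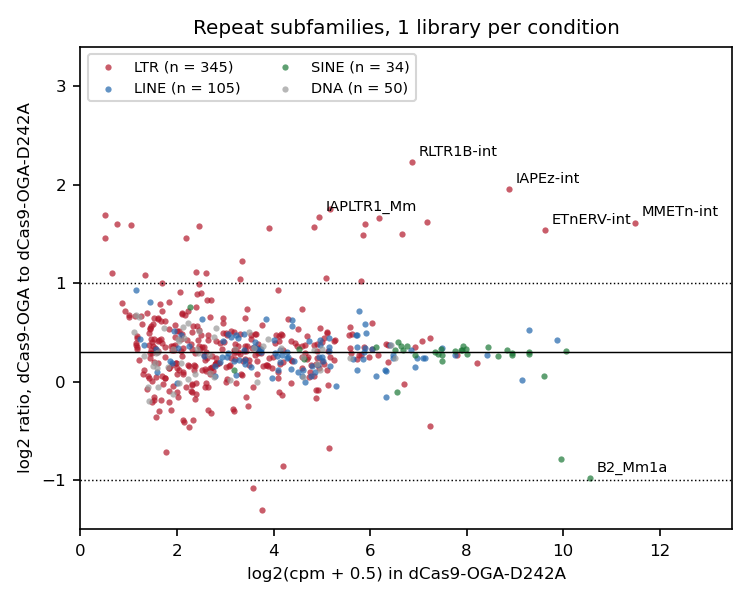
Log2 ratio of dCas9-OGA to dCas9-OGA D242A (y axis) against log2(cpm + 0.5) in dCas9-OGA D242A (x axis) for the 534 transposon subfamilies with at least 100 counts, 1 library per condition. Each point is a subfamily, dotted lines mark 2-fold and the solid line the median of 0.30; the subfamilies above the upper line are LTR subfamilies.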

The inactive dCas9-OGA^D242A^ fusion protein had no detectable effect, which indicates that reactivation was the result of deGlcNAcylation and not an effect of the binding of the dCas9-OGA-sgRNA complex. 

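IAPEz-int was counted 11769 times in dCas9-OGA D242A and 10534 times in WT. The log2 ratio was 0.14 (95% interval from 0.10 to 0.18, counting error only), or 1.10-fold, with the library sizes taken from gene counts. The sign depended on the scaling: with TMM factors computed on the repeat counts the log2 ratio was −0.17, and on the total of DNA transposon counts it was −0.26. Among 492 transposon subfamilies, 14 were at least 2-fold higher in dCas9-OGA D242A and 15 were at least 2-fold lower; relative to the median subfamily, which was higher by 0.29 on the log2 scale, these counts were 5 and 24. The WT library belongs to cells without the cassette, and between these libraries 2683 of 12933 genes with at least 100 counts (20.7%) differed at least 2-fold.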

The RNA blot data were confirmed and quantitated by the RNA-seq data shown in Fig. 4*F*. 

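IAPEz-int was counted 46127 times in dCas9-OGA, which gave 1829 cpm against 471 cpm in dCas9-OGA D242A. This was a 3.88-fold difference without a pseudocount, with a 95% interval of the log2 ratio from 1.93 to 1.99 that covers counting error only. Of the alternatives set before the data were examined, scaling on the total of repeat counts moved this ratio most, to a log2 ratio of 1.43. IAPEz-int made up 4.41% of all transposon counts in dCas9-OGA (Wilson 95% interval from 4.37% to 4.45%) and between 1.67% and 1.73% (95% interval) in dCas9-OGA D242A. Among genes with at least 100 counts summed over both libraries, 1536 of 12722 (12.1%) differed at least 2-fold, 596 of them higher and 940 lower in dCas9-OGA. Between replicate libraries of WT or of Dnmt1−/− cells, 1 or 2 genes differed at least 2-fold. Those replicates share a cell line, so this number does not give the spread between separately selected cell populations. The 46 protein-coding genes tested at the distal end of chromosome 14 had a median log2 ratio of 1.51, and IAPEz-int reads cannot be assigned to chromosomes from the deposited table. From the absence of a detectable effect of dCas9-OGA D242A, the paper concludes that reactivation resulted from deGlcNAcylation and not from binding of the complex.

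**Figure D2:**
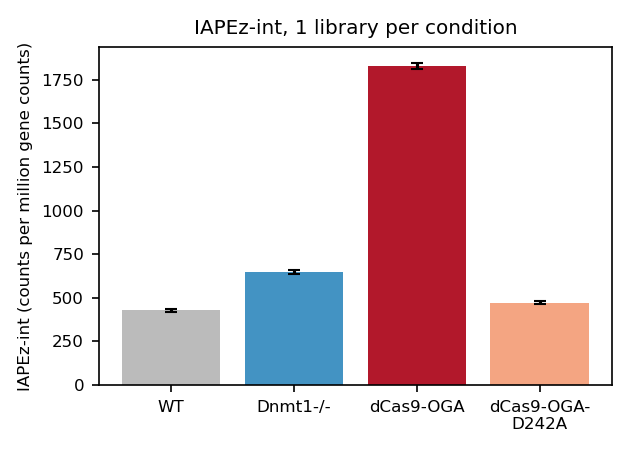
IAPEz-int in cpm of gene counts (y axis) in WT, Dnmt1−/−, dCas9-OGA and dCas9-OGA D242A ES cells (x axis), 1 library per condition. Error bars are Wilson 95% intervals of the counts and hold no variation between cultures; dCas9-OGA has the highest bar, at 1829 cpm.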

The level of derepression was greater than that caused by demethylation, which may reflect the existence of both methylation-dependent (4) and methylation-independent mechanisms (31) of IAP repression. 

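In the single libraries, IAPEz-int stood at 647 cpm in Dnmt1−/− cells and 428 cpm in WT cells, a 1.51-fold difference (log2 ratio 0.60, 95% interval from 0.56 to 0.63). Scaled on DNA transposon counts, this log2 ratio was 0.17. The Dnmt1−/− count of IAPEz-int equals that of ETnERV-int in the same library, and whether 1 of them is a copying error could not be checked, so the values of IAPEz-int in Dnmt1−/− carry that doubt. The ratio of dCas9-OGA to WT was 4.27-fold, a log2 ratio of 2.09 (from 2.06 to 2.12), and that of dCas9-OGA to Dnmt1−/− was 2.82-fold, with a 95% interval of the log2 ratio from 1.47 to 1.53. Under every alternative tried the ratio to Dnmt1−/− stayed above 1 on the log2 scale, with the lowest value, 1.02, on the total of repeat counts. The 3 replicates of WT and of Dnmt1−/− cells were not used here for repeats, since their files hold genes only. Of 474 subfamilies, 16 were at least 2-fold higher and 6 at least 2-fold lower in Dnmt1−/− than in WT, but 4 were higher and 11 lower relative to the median subfamily, which was higher by 0.31 on the log2 scale. The 2 perturbations were compared across subfamilies by the log2 ratio of Dnmt1−/− to WT and that of dCas9-OGA to dCas9-OGA D242A, which share no library. Pearson's r was −0.12 across 470 subfamilies and, with the Dnmt1−/− effect taken from the 6 replicate libraries, 0.064 across 11773 genes; genes and subfamilies are not independent replicates.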

The data indicate that *O-*GlcNAcylation is required for both mechanisms of repression. However, the fact that methylated IAP retrotransposon promoters was reanimated by targeting the dCas9-OGA fusion protein to IAP promoters provides strong evidence that *O-*glycosylation mediates transcriptional repression.

Other direct evidence for a role of protein *O-*glycosylation in the silencing of retrotransposon comes from studies of a liver-specific deletion of *Ogt* in mice (32). We reanalyzed the RNA-seq data from this study for transposon reactivation. As shown in Fig. 4*G*, robust reanimation of multiple LTR transposons was apparent in deGlcNAcylated *Ogt*^−/−^ liver tissue prior to necrotic cell death. This result shows that genome-wide deGlcNAcylation reactivates multiple classes of methylated retrotransposons, whereas targeted deGlcNAcylation reactivates only the selected retrotransposon family.

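The subfamilies drawn in Fig. 4G beside IAPEz-int were also counted in the ES cells with targeted dCas9-OGA. IAPEY4_I-int had 497 counts in dCas9-OGA and 327 in dCas9-OGA D242A, a log2 ratio of 0.57. RLTR19-int had 8529 and 7421 counts, a log2 ratio of 0.19 that became −0.34 on the total of repeat counts. ERV3-16A3_I-int had 36 and 19 counts, under the minimum of 100, and was not compared. The counts of MMETn-int were 223042 and 72143. Among LINE elements, L1Md_A had a log2 ratio of 0.52 and L1Md_T of 0.42, and both turned negative on the total of repeat counts. Against WT, the log2 ratios of dCas9-OGA were 0.59 for IAPEY4_I-int, 1.065 for RLTR19-int, 1.25 for L1Md_A and 1.27 for L1Md_T. The median subfamily was then higher by 0.60. The log2 ratios of dCas9-OGA D242A to WT were 0.02, 0.88, 0.73 and 0.85 in the same order.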

## Discussion

While many glycosyltransferases modify secreted proteins and the extracellular domains of membrane proteins, OGT is the only glycosyltransferase that modifies nuclear and cytosolic proteins, and *O-*GlcNAcylation is the only form of glycosylation that is known to be highly dynamic and reversible (14). *O-*GlcNAcylation antagonizes phosphorylation of Ser and Thr, and while phosphorylation adds a strong anion that rearranges salt bridges (33), *O-*GlcNAcylation of the same residues introduces a cluster of hydrogen bond donors and acceptors that induce very different structural transitions in target proteins (Fig. 1*C*). Many repressive factors associated with TRIM28 complexes are subject to methylation-directed *O-*GlcNAcylation, which indicates that repression of methylated promoters is likely to be the result of *O-*GlcNAcylation of multiple chromatin factors.

There is abundant evidence for an important regulatory role of *O-*GlcNAcylation in gene expression, but no prior association with DNA methylation. *O-*GlcNAcylation is involved in many regulatory pathways; these include control of the interaction of YY1 with Rb1, which prevents YY1 from activating transcription (34), and STAT5 (35) and the pluripotency factor OCT4 (36) that are only active when *O-*GlcNAcylated. It is also of great interest that *O*-GlcNAcylation of the C-terminal domain (CTD) of the large subunit of RNA Pol II inhibits phosphorylation of the CTD and transcriptional elongation (37, 38). It is particularly intriguing that all Polycomb-mediated gene repression in *Drosophila* is dependent on the single *Ogt* gene (*super sex combs* or *sxc*) in the fly genome, even though Polycomb factors are bound to their normal sites in the *sxc* mutant (20).

The targeting of the repressive complex that contains TRIM28 and OGT to methylated promoters and imprinting control regions is likely to involve the very large and rapidly evolving group of KRAB-Zinc finger proteins that are restricted to tetrapod vertebrates and are especially numerous and diverse in mammals (39). We propose a model under which a class of methylation-independent KRAB-Zinc finger proteins nucleate TRIM28 complexes that lack OGT while methylation-dependent KRAB-Zinc finger proteins recruit TRIM28 and activate OGT. Cheng and colleagues estimate that ∼200 of >300 human KRAB-Zinc finger proteins are likely to display methylation-dependent binding to DNA (40). As shown in *SI Appendix*, Fig. S6 and *SI Appendix*, Table S3, many Zinc finger proteins are complexed with TRIM28. The most highly enriched KRAB-Zinc finger protein in TRIM28 complexes is Zfp568, which is required solely for the methylation-dependent imprinted expression of the *Igf2* gene (41). The data presented here support a model under which methylated regulatory sequences are bound in a sequence- and methylation-dependent manner by one or more of the many KRAB-Zinc finger proteins; this nucleates a methylation-specific complex of proteins that includes TRIM28 and OGT (*SI Appendix*, Fig. S7). We propose that subsequent *O-*GlcNAcylation induces structural transitions in multiple chromatin factors that modify or enhance their repressive activities to impose transcriptional repression on methylated promoters and to mediate monoallelic expression of imprinted genes.

## Materials and Methods

### ES Cells.

The ES cell line homozygous for a null allele of *Dnmt1* (*Dnmt1*^*−/−*^) was described previously (42). ES cells were cultured on gelatin-coated plates under standard conditions (DMEM, 2 mM Glutamax, 15% ES grade FBS, 2 mM L glutamine, MEM nonessential amino acids, 100 IU/mL penicillin, 100 μg/mL streptomycin, 0.12 mM 2-mercaptoethanol and leukemia inhibitory factor).

### Nuclear Extract Preparation.

ES cells were harvested at 80% confluency and resuspended in hypotonic lysis buffer (10 mM Hepes pH 7.65, 10 mM KCl, 1 mM MgCl2, 0.5 mM DTT, and complete protease inhibitors [Roche]) and incubated for 15 min on ice. Cells were treated with a Dounce homogenizer (25 strokes with tight pestle). Nuclei were recovered by centrifugation (10 min at 300 g at 4 °C), washed twice in buffer A (10 mM Hepes pH 7.65, 1 mM MgCl2, 0.5 mM DTT, 250 mM Sucrose, and complete protease inhibitors [Roche]), centrifuged (2,800 g for 10 min at 4 °C), and resuspended in buffer B (20 mM Hepes pH 7.65, 25% glycerol, 250 mM NaCl, 5 mM MgCl2, 0.2mM EDTA, 0.005% Nonidet P-40, 0.5 mM DTT, and complete protease inhibitors [Roche]). NaCl concentration was increased to 300 mM, and extraction of the soluble protein complexes was allowed to proceed under gentle agitation for 3 h at 4 °C. Nuclei were pelleted by centrifugation (3,000 g for 10 min at 4 °C), and the supernatant was collected as the nuclear soluble extract. Protein concentration was measured by bicinchoninic acid assay.

### Proteomic Screen for Methylation-Dependent TRIM28 Associated Proteins.

Ten micrograms of anti-TRIM28 monoclonal antibody (MAB3662, EMD Millipore) bound to 50 μL Dynabeads Protein G magnetic beads (Thermo Fisher Scientific) was incubated with 8 mg of ES cell nuclear soluble extract for 14–16 h at 4 °C. Bound material was eluted by incubating the beads at 95 °C for 5 min in a buffer containing 10 mM Hepes pH 7.65, 0.1% sodium dodecyl sulfate (SDS), 1% Nonidet P-40, 1 mM DTT, 300 mM NaCl. Complexes were resolved by SDS/PAGE, stained by SYPRO Ruby (Thermo Fisher Scientific), and identified by mass spectrometry at the Taplin Biological Mass Spectrometry Facility (Harvard Medical School, Boston, MA).

### ChIP-seq.

Chromatin immunoprecipitation was carried out on formaldehyde cross-linked chromatin. One hundred million ES cells were fixed for 10 min at room temperature with 1.1% formaldehyde and quenched with 125 mM glycine. Soluble chromatin was sheared by sonication to an average size of 250 bp using a Covaris S220 Sonicator with peak power 150, duty factor 25, cycles/burst 200. Immunoprecipitation was carried out overnight at 4 °C with 3 μg of monoclonal antibodies anti-*O*-GlcNAc (Thermo Fisher Scientific, MA1-076) bound to 10 μL Dynabeads conjugated with protein G (Life Technologies). Beads were washed and chromatin eluted as described previously (43). Immunoprecipitated DNA and input DNA were submitted to library preparation using the NEBNext Ultra II DNA Library Prep Kit for Illumina (New England Biolabs) following the manufacturer’s instructions and amplified for 15 cycles. The samples were sequenced in single-end mode on the Illumina NextSEq 500 platform at the European Molecular Biology Laboratory’s (EMBL) Genomics Core Facility.

### ChIP-seq Data Analysis.

ChIP-seq reads were mapped to the mouse genome (mm10) using bowtie2 (v2.2.2) and default parameters. Duplicate reads were removed using samtools rmdups (v1.3.1). The Macs2 (v2.0.10) callpeaks module was used to call peaks using -g 1.87e9, –SPMR, and -B flags and using the input as background (44). TRIM28 ChIP-seq reads were downloaded from GEO GSE59189 (45) and processed similarly. The coordinates of ICRs are described in ref. 46.

### Lectin-Based Purification of *O*-GlcNAcylated Proteins.

*O-*GlcNAcylated proteins were isolated with WGA conjugated to magnetic beads (47). *O-*GlcNAcylated proteins were isolated either from fractionated nuclei or from isolated TRIM28 complexes. The *O-*GlcNAase inhibitor PUGNAc (Tocris Biosciences) was added at 2 mM in hypotonic lysis buffer, buffer A and B in order to preserve physiological *O-*GlcNAc levels during the cellular fractionation procedure. Nuclei were lysed with 1% SDS, cleared of nucleic acids by treatment with Universal Nuclease (Pierce), and denatured by heating to 100 °C for 2 min in 1% SDS. Denatured proteins were incubated for 2 h at 4 °C with 200 μL of Dynabeads Streptavidin C1 (Thermo Fisher Scientific) bound to 200 μg of biotin-conjugate wheat germ agglutinin (Sigma). Beads were washed six times with 20 mM Hepes pH 7.65, 250 mM NaCl, 5 mM CaCl2, 1 mM MgCl2, 0.2% Nonidet P-40. GlcNAcylated proteins were eluted from the beads at 95 °C. The specificity of binding was controlled by competitive inhibition with 0.75 M *N*-acetylglucosamine.

### Coexpression of dCas9-OGA and sgRNA Targeted to IAP U3 Regions in ES Cells.

The chimeric protein dCas9-OGA was coexpressed with four sgRNA specific to the U3 region of the IAP retrotransposon in the tetracycline-inducible (Tet-On) gene expression system PLox-AinV15, which is designed to insert a circular Plox plasmid by cre/lox recombination into a recombinant doxycycline-inducible locus. The AinV15 cell line carries the reverse tetracycline transactivator (rtTA) integrated into the ubiquitously expressed ROSA26 locus (48). The complementary DNA (cDNA) encoding the dCas9-OGA fusion protein as well as four human U6 promoters driving expression of the sgRNAs were cloned into the P2lox vector (Adgene #34635). The mammalian codon-optimized enzymatically inactive Cas9 from *Streptococcus pyogenes* (dCas9 which bears the substitutions D10A, H839A, H840A, and N863A) fused to an N-terminal SV40 nuclear localization signal sequence, and a FLAG tag epitope was amplified by polymerase chain reaction (PCR). The mammalian codon-optimized OGA (30) from *Bacteroides* thetaiotaomicron GH84 (UniProtKB - Q89ZI2) fused to a C-terminal SV40 nuclear localization sequence and a FLAG tag epitope was synthesized using IDT gBlocks gene fragments (Integrated DNA Technologies). The DNA fragments encoding dCas9 and OGA were ligated into the SalI and the NotI sites of the P2lox vector using Gibson cloning (NEBuilder HiFi DNA Assembly Cloning Kit, NEB). The sgRNAs homologous to the IAP LTRs (Fig. 4*B*) were cloned between the BbsI sites of the px330 plasmid (Adgene #42230) to permit PCR amplification of the DNA sequences that contain the U6 promoter, the sgRNA, and the tracrRNA. The four DNA fragments containing U6 promoter and sgRNA were assembled together and cloned into the BsrGI site of the P2Lox plasmid via Gibson assembly (NEBuilder HiFi DNA Assembly Cloning Kit, NEB). The sequences of the sgRNAs are provided in *SI Appendix*, Table S4. The D242A mutation was previously shown to abolish OGA enzymatic activity and its binding to GlcNAc (30) and was generated by site-directed mutagenesis (Agilent Technologies).

Three million AinV15 ES cells were nucleofected with 10 μg of P2Lox plasmid containing the dCas9-OGA cDNA and four U6 promoter-driven sgRNAs and 10 μg of a plasmid-expressing Cre recombisase (Adgene #11543). Recombinant cells were selected by treatment with 350 μg/mL G418 and genotyped for proper integration by PCR as previously described (48). Expression of the dCas9-OGA transgene was induced by addition of 1 μg/mL of doxycycline (Sigma). After 48 h of induction, cells were harvested, and RNA, proteins, and genomic DNA were extracted for analyses.

### RNA Blot Hybridization.

Total RNA was isolated using TRIzol reagent (Thermo Fisher Scientific) from a pool of six embryos of same genotype dissected at embryonic day E8.5 or from 1 × 10^6^ ES cells. RNA was cleared of potential contaminating genomic DNA by two rounds of digestion with DNase (Turbo DNase, Ambion) and quantified using Qubit Fluorometric Quantitation (Thermo Fisher Scientific). Ten micrograms of total RNA was denatured and subjected to electrophoresis in a 1% agarose gel containing 1.9% formaldehyde prior to transfer to a nitrocellulose membrane. After ultraviolet cross-linking, the membrane was hybridized with a radiolabeled IAP probe as described (49). The *Gapdh* probe was cloned from cDNA using the primers described in *SI Appendix*, Table S4.

### RNA-seq.

Total RNA was extracted, and traces of contaminating genomic DNA were eliminated by two successive treatments with DNase (Turbo DNase, Ambion). The integrity of the RNA was verified using the Bioanalyzer RNA 2100 Nano Assay (Agilent Technologies). RNA-seq libraries were prepared with the TruSeq Stranded mRNA LT (Illumina), and massive parallel sequencing was performed in single-end reads using an Illumina HiSeq 4000 and Next-seq instruments. We obtained 38,676,845, 40,766,737, and 36,497,140 reads for three replicates of *Dnmt1*^*−/−*^ ES cells; and 40,282,098, 50,062,039, and 36,948,128 reads for three replicates of wild-type ES cells. 

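The 3 replicate libraries each of WT and Dnmt1−/− ES cells were deposited as 1 normalized signal value per gene. Every value was a whole multiple of 1 step per library, so whole read counts could be recovered. They came to between 26846275 and 37112247 per WT library (median 29286057) and between 27934568 and 30950554 per Dnmt1−/− library (median 29772439). These are between 72.7% and 77.0% of the reads the paper states for each library. Values were tested on the log2(value + 0.5) scale with limma (trend), with Benjamini-Hochberg adjustment over the 17297 genes that passed edgeR's filterByExpr. Dnmt1 (ENSMUSG00000004099), on chromosome 9 of GRCm38 from 20907209 to 20959888, was examined first. Its signal was 336 ± 24.1 (SD, n = 3) in WT and 75.5 ± 2.02 (SD, n = 3) in Dnmt1−/− cells, a log2 fold change of −2.14 (standard error 0.05, adjusted p = 1.1e-20 by limma). With each library left out in turn it lay between −2.20 and −2.11.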

Further, 38,798,921 and 38,840,713 reads were obtained for dCas9-OGA^WT^-expressing cells and dCa9-OGA^D242A^-expressing ES cells, respectively.

For IAPEz expression analysis, reads were mapped to the mouse reference genome (mm10) using bowtie2 (v2.2.2; ref. 50) and default parameters except for -D 10000 -R 10000. After filtering out reads that mapped to ribosomal RNA (rRNA) and messenger RNA (Ensembl v87) sequences, reads were overlapped with repeat annotations from the RepeatMasker track from the University of California Santa Cruz genome browser using featureCounts (v1.5.0) (50). Reads for individual repeat element families (e.g., IAPEz) were normalized to FPKM (fragments per 1000 bp per million reads). 

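The DNA transposon subfamilies, which serve as the background of the IAPEz value, together had 13029 counts in the single WT library, 13315 in Dnmt1−/−, 21450 in dCas9-OGA and 17462 in dCas9-OGA D242A. The counts of IAPEz-int per count on DNA transposons were 0.809, 0.913, 2.15 and 0.674 in the same order. The table gives no lengths, so FPKM values could not be computed, and the ratio above replaces the length-based adjustment.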

FPKM values from IAPEz were then background-adjusted using the FPKM value from all DNA transposons and then rescaled back to cpm (counts per million). For transcript analysis, reads were mapped to the mouse reference genome (mm10) using HISAT2 (v2.1.0) provided with known splice sites using Ensembl v87 and otherwise default parameters (51). After removal of rRNA sequences, alignment files were overlapped with gene annotations using featureCounts (v1.5.0; ref. 52) and Ensembl v87. 

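Between the 3 WT and 3 Dnmt1−/− libraries, 12324 of 17297 genes passed an adjusted p of 0.05 by limma, 6196 higher and 6128 lower in Dnmt1−/−. The WT replicates are labelled AinV15, and the paper takes its Dnmt1−/− line from earlier work. Replicates within a group share a cell line. The p-values therefore cannot separate the loss of Dnmt1 from other differences between the cells. With DESeq2, the tool the paper names, 11404 genes passed. Of the limma genes, 2261 also differed at least 2-fold, 634 higher and 1627 lower. The 3 libraries of one group lay entirely above or below those of the other for 12681 genes (73.3%), where chance gives 10% for 3 against 3. Dazl, a germline gene, rose from 23.5 ± 1.27 to 323 ± 7.34 (SD, n = 3), a log2 fold change of 3.75 (standard error 0.05, adjusted p = 2.2e-25 by limma). Of 20 germline genes fixed before the data were examined, 18 were tested, of which 16 were higher and 2, Tdrd1 and Syce1, were lower at an adjusted p of 0.05; adjusted over the list alone, 18 passed. Their median log2 fold change was 1.35. In the single libraries the median log2 ratio of Dnmt1−/− to WT was 0.06 over 17 genes of the list. There 10 were higher and 7 lower, so the list as a whole did not rise. In the replicate libraries, the camera test (preset correlation 0.01) gave p = 3.6e-07 for the germline list and 0.387 for 19 imprinted genes. It gave p = 0.178 for 10 genes whose products the paper finds with TRIM28. The germline call held under fry and under an estimated correlation (p = 0.048), and the imprinted list passed only under fry (p = 1.7e-04). Of the imprinted genes 9 were higher and 5 lower (15 adjusted over the list alone), with log2 fold changes from −2.41 for Igf2 to 2.54 for Peg10. Of the TRIM28-associated genes 7 were higher and 2 lower (9 adjusted over the list alone). All genes were ranked by their log2 fold change on the log2(value + 0.5) scale. The largest falls there were those of Gm21857 (log2 fold change −7.03), Mid1 (−6.39), Ftl1-ps2 (at least 415-fold lower), Gm21742 (at least 252-fold) and Gm44591 (at least 165-fold). DESeq2 gave a different order, with Ftl1-ps2 at −9.15, Gm44591 at −9.05 and Gm21857 at −8.23. On the log2(value + 0.5) scale, the largest rises besides Dazl were those of Rps15a-ps8 (at least 218-fold higher), Usp26 (4.53), Scml2 (4.23) and Tex13 (3.73). Ftl1-ps2 and Rps15a-ps8 are named as pseudogenes, and Gm21857 and Gm21742 are annotated as pseudogenes on chromosome Y. The counting could have shared reads of all these with other genes. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d also fell, with log2 fold changes from −2.00 to −0.81. The falls of Gm21857 and Gm21742 therefore need not be responses to the loss of Dnmt1.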

Expression counts were normalized to cpm, and log2 fold change values were calculated using DESeq2.

### Data Availability.

The RNA-seq and ChIP-seq data reported in this study are available in the Gene Expression Omnibus (GEO) database (accession no. GSE93539).

## Supplementary Material

Supplementary File

How the deposited data were processed for this re-analysis (not part of the article)

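RNA-seq of mouse ES cells was re-analysed: 3 replicates each of WT and Dnmt1−/− cells, 1 library each of cells expressing dCas9-OGA and dCas9-OGA D242A (48 h, 1 µg/mL doxycycline), and 1 further library each of WT and Dnmt1−/− cells. ChIP-seq, mass spectrometry, blots and liver data were not analysed here.

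The authors mapped reads to mm10, removed rRNA reads and counted reads on Ensembl v87 genes with featureCounts. For the 4 single libraries they deposited whole counts per gene (49671 genes) and per RepeatMasker subfamily. For the 6 replicate libraries the authors deposited a signal: counts divided by a scaled library size, which summed to between 959084 and 1036637 per library. The headers of these files did not match their columns, so the value column was taken by position. The paper's FPKM values, background adjustment and rescaling to cpm are not in the counts.

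Genes of the replicate libraries were tested on log2(value + 0.5) with limma 3.58.1 (trend), and Benjamini-Hochberg adjustment at 0.05. The test planned before the data were examined was edgeR's quasi-likelihood test on counts. Because the files held a normalized signal, limma was used, and edgeR 4.0.16 (quasi-likelihood) and DESeq2 1.42.0 on the recovered reads were alternatives, edgeR's chosen after seeing the data. Tests of lists used camera (preset correlation 0.01) and fry. Repeats and genes of single libraries were scaled with edgeR's TMM factors of the gene counts and compared without a test, on log2(cpm + 0.5), among features with at least 100 counts summed. Computations ran in R 4.3.3, Python 3.11.15, pandas 2.3.3, NumPy 2.4.6, SciPy 1.17.1 and matplotlib 3.10.9.

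On simulated data for 17297 genes with 200 changed, limma recovered 198 (99%) with 16 false calls, edgeR 198 with 8 and DESeq2 193 with 12. The simulated changes were at least 2-fold and limited to genes above a low count. In the data 12324 genes passed, so the simulation does not measure recovery or false calls under such broad or smaller changes. The chromosome medians were tested on simulated data for 11631 genes: 641 genes of chromosome 1 simulated at 1.5-fold gave a median of 0.56, and the largest other chromosome median was 0.03.

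Chromosome medians used protein-coding genes placed with GENCODE vM21 on GRCm38, which matched 49326 of the 49671 gene identifiers, relative to the median gene and set against 10000 random lists matched on expression (1000 for replicate comparisons and corrected values). GC content and the length of the longest transcript were removed as a quadratic trend where stated. The sample files of dCas9-OGA and dCas9-OGA D242A held the counts of the joint table. Genes named in the text were fixed before the data were examined: every gene the paper names, the imprinted, germline and TRIM28-associated lists, marker lists, and the 5 genes with the largest rise and fall. The naive, formative and second fibroblast lists were added later.

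Alternatives for the scaling, filters, pseudocounts, the definition of IAPEz, the replicate block and left-out replicates were set before the data were examined. Models of repeats with replicates, and a fit of all 8 RNA samples, could not be run, since the repeat table has 1 library per condition and the gene tables were normalized separately.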

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

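The tests of GC content and length on whole chromosomes, of chromosomes split into 4 equal lengths, and of non-coding genes were written before their values were seen. The other tests below, and the choice of the distal parts of chromosomes 14 and 1, were made after the result was seen. Values from the single libraries have no replicate check.

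LTR subfamilies other than IAPEz rose in dCas9-OGA against dCas9-OGA D242A: the log2 ratio was 1.61 for MMETn-int, 1.54 for ETnERV-int and 2.23 for RLTR1B-int. Against WT these ratios were 1.71, 1.59 and 0.80 in the same order. RLTR1B-int had a log2 ratio of −1.43 between dCas9-OGA D242A and WT, so a low value in dCas9-OGA D242A made up much of its difference. A general rise of repeat reads is argued against for MMETn-int, since its ratio was 1.31 above that of the median subfamily. Reads of IAPEz-int assigned to MMETn-int stay open, and no table gives the overlap of their reads. MMETn-int gained 150168 counts and IAPEz-int 34239. Suppose that every MMETn-int count in the library with the lowest ratio of MMETn-int to IAPEz-int were a stray IAPEz-int read. The added IAPEz-int counts at that ratio would then cover 76.3% of the MMETn-int rise. This is an upper limit and gives no evidence that any read was misassigned. That lowest ratio, 3.346, is the one in Dnmt1−/−, where the IAPEz-int count may be a copying error. The other libraries had higher ratios, so without that library the limit would be higher. Activity of the fusion protein at these elements and differences between the cell populations also stay open and were not tested.

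Genes at the distal end of chromosome 14, beyond position 92213627, were higher in dCas9-OGA, with a median log2 ratio of 1.51 over 46 protein-coding genes, 41 of them higher. The median was 0.08 over the rest of that chromosome and 1.64 for the segment against the single WT library. GC content and length do not account for it, since the median after their removal was 1.52. Extra copies of the segment predict that non-coding genes rise as well: their median was 1.84, with 4 of 5 higher, which is in line with extra copies but rests on 5 genes. A domain regulated as a whole was not tested.

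Median log2 ratios of dCas9-OGA to dCas9-OGA D242A were 0.36 on chromosome 1, −0.51 on chromosome 8 and −0.49 on chromosome 11. After GC content and length were removed they were 0.34, −0.50 and −0.49, so these properties do not account for the shifts. An extra copy of chromosomes 8 and 11 in many dCas9-OGA D242A cells predicts a shift in all 4 parts of each, and the parts with the smallest shift were at −0.47 and −0.45. It also predicts that dCas9-OGA stays at the level of WT, but against the single WT library dCas9-OGA was at −0.18 on chromosome 8 and −0.29 on chromosome 11, and dCas9-OGA D242A at 0.32 and 0.21. After GC content and length were removed, dCas9-OGA was nearer WT, at −0.10 and −0.19, and dCas9-OGA D242A further from it, at 0.39 and 0.31, but dCas9-OGA still lay outside the random lists; before that correction, 2 of the 4 parts of chromosome 8 in dCas9-OGA were not lower than in WT (0.02 and 0.12). With 1 WT library, an extra copy in dCas9-OGA D242A cells cannot be told apart from a change in dCas9-OGA or WT cells. On chromosome 1 the part with the smallest shift was at 0.18, under the 0.2 set beforehand. Against WT the chromosome 1 median was 0.49 in dCas9-OGA and 0.03 in dCas9-OGA D242A, and after GC content and length were removed 0.28 and −0.13, so part of the difference from WT went with these properties. An extra copy of the whole chromosome in dCas9-OGA cells stays open. The distal 2 parts had a median of 0.50, but the non-coding genes there had a median of only 0.10, also under the 0.2 set beforehand, and an extra copy of that part stays open as well. A biological effect of dCas9-OGA on whole chromosomes was not tested.

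Chromosome 11 genes were higher in the 3 Dnmt1−/− libraries than in the 3 WT libraries, with a median log2 fold change of 0.35. It was 0.33 after GC content and length were removed, which argues against these as the cause, and of the 4 parts the one with the smallest shift was at 0.30. An extra copy of chromosome 11 in many Dnmt1−/− cells is a candidate explanation, found and tested on the same libraries; an effect of the loss of Dnmt1 was not tested.

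The Y-linked gene Ddx3y had a log2 ratio of −5.91 between dCas9-OGA and dCas9-OGA D242A. The 4 Y-linked genes together had 81 counts in dCas9-OGA, where 3199 were expected at the dCas9-OGA D242A level, and 186 counts in the single WT library, where 3118 were expected, so depth does not account for either. Low Y-linked counts were therefore not specific to dCas9-OGA. Cells with 2 active X chromosomes predict a chromosome X median of dCas9-OGA to dCas9-OGA D242A near 1, and it was 0.018. Loss of chromosome Y from the dCas9-OGA cells and from the cells of the single WT library stays open and was not tested on DNA.

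MERVL-int stood at 1288 cpm in the single WT library, against 129 cpm in Dnmt1−/−, 111 cpm in dCas9-OGA and 152 cpm in dCas9-OGA D242A. MERVL is a marker of 2-cell-like cells, and all 6 of 6 other marker genes of that state were highest in the same WT library, which is consistent with more such cells in it. Ratios to this WT library therefore carry that difference.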

How the results depend on the processing

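IAPEz-int was higher in dCas9-OGA than in dCas9-OGA D242A, WT and Dnmt1−/−, and higher in Dnmt1−/− than in WT, under every alternative tried; the size moved, and the sign of dCas9-OGA D242A against WT changed. The cause was not tested for any of these moves beyond what each alternative changes by construction. With TMM factors computed on the repeat counts, the log2 ratio was 1.66 for dCas9-OGA to dCas9-OGA D242A, 1.49 for dCas9-OGA to WT, 1.21 for dCas9-OGA to Dnmt1−/−, 0.28 for Dnmt1−/− to WT and −0.17 for dCas9-OGA D242A to WT. With total repeat counts it was 1.43, 1.40, 1.02, 0.38 and −0.027, and without the IAP subfamilies in that total 1.47, 1.44, 1.05, 0.39 and −0.027. Scaled on the DNA transposon total it was 1.67, 1.41, 1.24, 0.17 and −0.26. Total gene counts without TMM gave 2.14 for dCas9-OGA to WT and 0.18 for dCas9-OGA D242A to WT. IAPEz-int with its LTRs gave 2.06 for dCas9-OGA to WT. The sum of all IAP subfamilies gave 1.80 for dCas9-OGA to dCas9-OGA D242A, 1.93 to WT, 1.38 to Dnmt1−/− and 0.55 for Dnmt1−/− to WT. Chosen after seeing the data, subtraction of DNA transposon counts at a length ratio of 0.25 gave 2.45, 2.45, 1.78, 0.67 and 0.00 (0.0024), and at 0.5 gave 3.53, 3.10, 2.26, 0.84 and −0.43, in the order of the first list.

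The number of subfamilies at least 2-fold higher in dCas9-OGA than in dCas9-OGA D242A was 17 with total repeat counts, 15 with at least 1000 counts and 14 with a pseudocount of 5 cpm. Against WT it was 15 (24 lower) with TMM on repeat counts, 11 (29 lower) with total repeat counts and 11 (27 lower) without IAP subfamilies in that total, which reversed the balance of 74 higher and 5 lower; it was 19 with at least 1000 counts and 18 with a pseudocount of 5 cpm. For Dnmt1−/− against WT it was 7 with TMM on repeat counts, with 13 lower, so the balance of higher and lower subfamilies reversed. The number of genes 2-fold apart between dCas9-OGA and dCas9-OGA D242A was 539 with at least 1000 counts, where the balance reversed to 288 higher and 251 lower, 684 (307 higher and 377 lower) with a pseudocount of 5 cpm, and 2118 (729 higher and 1389 lower) with at least 20 counts. The correlation of the Dnmt1−/− and dCas9-OGA effects across genes was 0.027 with log2(cpm + 5) and −0.036 with at least 1000 counts. Of 99 values under alternatives added later for 25 named subfamilies and genes, 36 moved beyond counting error and 4 changed sign, all for RLTR19-int, L1Md_A and L1Md_T under scalings on repeat counts.

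Between WT and Dnmt1−/−, requiring at least 2-fold left 2261 genes, 634 higher and 1627 lower, as well as 11 germline, 7 imprinted and 0 TRIM28-associated genes, which follows from the stricter rule. The other alternatives gave between 11103 and 13271 genes. Across the 6 fits that each left out one replicate, the number lay between 11723 and 12289 (5882 to 6185 higher and 5804 to 6104 lower), with 17 to 18 germline, 13 to 14 imprinted and 9 to 9 TRIM28-associated genes. Without scaling beyond the library total the split was 5067 higher and 7125 lower, and the median gene moved to −0.08. The set test of imprinted genes passed with limma's fry, which is not an exact test with 3 libraries per group (p = 1.7e-04), and not with limma's camera. Of 490 values under alternatives for 33 named genes, 473 kept their direction and side of the threshold and 17 fell short of it, 8 of them under the 2-fold rule; none changed direction.

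The replicate numbers did not pair the libraries: the correlations of same-numbered WT and Dnmt1−/− libraries were 0.074, −0.016 and 0.065. With the replicate block, 12556 genes passed, and limma's camera with its preset correlation, also not an exact test, gave p = 1.7e-06 for the germline, 0.378 for the imprinted and 0.126 for the TRIM28-associated list. Limma's fry with the block, added after seeing the data and not an exact test, gave p = 3.05e-04, 0.00188 and 0.00536 in the same order, so the TRIM28-associated list passed there and not without the block (0.0588).

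No paired analysis was possible because the repeat table has 1 library per condition. For the same reason the planned tests of repeats with edgeR and DESeq2, their filters, and fits that leave out a replicate of the reference group could not be run. All 8 RNA samples could not enter one fit, the joint table does not hold the 6 replicate libraries, and the length-based background adjustment lacked lengths. The single libraries limit every ratio that involves them to a description of those libraries.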

Differences from the paper's values

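IAPEz in Fig. 4F, read by eye, is the paper's value of about 180 cpm in WT, where 428 cpm was found here, and of about 280 cpm in Dnmt1−/− cells, where 647 cpm was found. For dCas9-OGA the paper's value is about 1200 cpm in Fig. 4F, read by eye, against 1829 cpm here, and for dCas9-OGA D242A about 150 cpm in Fig. 4F, read by eye, against 471 cpm. The paper's values are background-adjusted and the main values here are not. Among the alternatives set before the data were examined, the paper's own read totals gave 1189 cpm for dCas9-OGA, within 1.5 times the figure, and 303 cpm for dCas9-OGA D242A, which is not. Total gene counts without TMM and both wider definitions of IAPEz left every value more than 1.5 times above the figure. An alternative chosen after seeing the values, in which DNA transposon counts were subtracted at an assumed length ratio of 0.5, gave 163 cpm for WT, 293 cpm for Dnmt1−/−, 1404 cpm for dCas9-OGA and 122 cpm for dCas9-OGA D242A, all within 1.5 times the figure. With an assumed ratio of 0.25, also chosen after seeing the values, only dCas9-OGA, at 1616 cpm, was within 1.5 times.

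The paper states that release was specific to the IAPEz subclass and that other LTR transposons stayed repressed. Here 25 LTR subfamilies outside the IAP group were at least 2-fold higher in dCas9-OGA than in dCas9-OGA D242A, with 13 of these also 2-fold higher than in WT. Relative to the median subfamily, 16 such LTR subfamilies were 2-fold higher than in dCas9-OGA D242A and 6 than in WT, and MMETn-int had a log2 ratio of 1.61. For LINE, SINE and DNA transposons no subfamily was 2-fold higher than in dCas9-OGA D242A, though 22 LINE, 1 SINE and 4 DNA transposon subfamilies were 2-fold higher than in WT, where the median subfamily was higher by 0.60.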

Other observations

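The tests in this part were chosen after the result was seen, apart from the second fibroblast list, which was written before its values were seen.

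The rise of IAPEz-int in dCas9-OGA over dCas9-OGA D242A was tested against several explanations. Library size does not account for it, since its log2 ratio was at least 1.43 under the other library totals, and a general rise of repeat reads does not, since it rose by 1.65 more than the median subfamily. With 1 extra copy of the chromosomes that carry the expressed elements the ratio could reach about 1.5-fold, and it was 3.88-fold. Elements in the raised part of chromosome 14 stay open: the highest log2 ratio of a gene there was 2.63, above that of IAPEz-int, and the positions of IAPEz-int reads are not in the table. Other differences between the cell populations cannot be told apart from the effect of the OGA activity, since 12.1% of genes differed at least 2-fold and each population has 1 library. Of the 1456 protein-coding genes that differed 2-fold, 417 lay on chromosomes 1, 8 and 11 or at the distal end of chromosome 14, and 1039 lay elsewhere, 11.2% of the genes there. Dnmt3a stood at 61.4 cpm in dCas9-OGA and 251 cpm in dCas9-OGA D242A, a log2 ratio of −2.02, Dnmt3b at 155 and 356 cpm, and Dnmt1 at 540 and 374 cpm. Whether lower methyltransferase expression contributed cannot be told from these values; Fig. 4D is the paper's measurement of IAP methylation.

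The libraries differed in pluripotency genes. A list of 10 naive-state genes had a median log2 ratio of 0.64 between dCas9-OGA and dCas9-OGA D242A, higher than 99.98% of 10000 random lists, and 7 measured formative-state genes had a median of −0.51, at percentile 2.35. Cells with dCas9-OGA that are nearer the naive state could give this. However, Klf2, Fbxo15 and Tdh of the naive list were lower, and Dnmt3a is among the formative genes. Tfcp2l1, at 915 against 186 cpm, lies on chromosome 1, as do Prdm14 (log2 ratio 1.17) and Nr5a2 (0.85). Klf2 lies on chromosome 8. The shifts of these chromosomes therefore enter the values of the naive list in both directions. The pluripotency list fixed beforehand had a median of 0.54 (percentile 99.66), the primitive endoderm list 0.67 (99.37), the fibroblast list −0.60 (7.73), the germline list 0.06 (69.71) and the TRIM28-associated list −0.05 (36.4). The imprinted list had a median of −1.01, below all random lists, with 13 of 17 genes lower. Against WT it was −0.28 in dCas9-OGA (percentile 17.99, 8 higher and 9 lower) and 0.35 in dCas9-OGA D242A (percentile 96.63), both within the random lists, but with members that went both ways these medians decide nothing. H19 stood at 6.78 cpm in dCas9-OGA, 189 cpm in dCas9-OGA D242A and 183 cpm in WT, and Igf2 at 9.52, 41.2 and 202 cpm in the same order. The 2-cell-like genes had too few counts in both libraries. Xist stood at 5.23 and 3.36 cpm.

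The count of 12324 genes between WT and Dnmt1−/− was tested as a whole. Of the 10 splits of the 6 libraries, 1, the real one, gave as many genes, and the other 9 gave 0; with 10 splits the share cannot fall under 0.1. Without scaling beyond the library total, 12192 genes passed, so the scaling does not account for the count. Chromosomes 11 and Y held 8.80% of the genes past the threshold and 7.89% of those tested, so copy number there does not account for it either.

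Fibroblast genes were higher in WT than in Dnmt1−/− replicate libraries. Col1a1 stood at 539 ± 108 (SD, n = 3) in WT and 125 ± 7.41 in Dnmt1−/−, and Postn had a log2 fold change of −2.83. Of a second list of 10 fibroblast genes, 10 were past the threshold and higher in WT, with log2 fold changes from −3.18 to −1.03. More fibroblast RNA in the WT libraries is a candidate explanation; the paper describes culture on gelatin-coated plates and names no feeder cells, and differentiation of WT cells was not tested. In the single WT library Col1a1 stood at 14.8 cpm. The Y-linked genes Ddx3y, Eif2s3y, Uty and Kdm5d were lower in the Dnmt1−/− replicates, with log2 fold changes of −1.61, −0.81, −2.00 and −1.36, and Zscan4c had one of −1.35.

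The single WT and Dnmt1−/− libraries did not match any replicate. The chi-square per gene between a single library and a replicate of its genotype was between 324 and 596, against 3.03 to 10.8 between replicates. The log2 ratio of Dnmt1−/− to WT in the single libraries had an r of 0.23 across 11686 genes with that of the replicates, and 695 of 1066 compared genes (65.2%) moved in the same direction. In the Dnmt1−/− library, IAPEz-int and ETnERV-int had the same count of 12152, the only such pair among 110 values of at least 5000. Whether 1 of the 2 is a copying error could not be checked, and every ratio of IAPEz-int to or from Dnmt1−/− rests on that count.

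Among genes whose products the paper discusses, the replicate libraries gave log2 fold changes in Dnmt1−/− of 0.40 for Ogt, 0.26 for Trim28, −0.90 for Mov10, −0.35 for Hdac1, 0.52 for Chd4 and 1.11 for Dnmt3b, all at an adjusted p under 0.05 by limma. The single libraries gave the same sign for Ogt (1.42) and Hdac1 (−0.39). They gave the opposite sign for Trim28 (−0.44), Mov10 (0.21), Chd4 (−0.10) and Dnmt3b (−0.13). In the single libraries Ogt stood at 176 cpm in dCas9-OGA and 108 cpm in dCas9-OGA D242A, and Mgea5, which encodes mouse OGA, at 169 and 168 cpm.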
